A study of Mus musculus with 9 samples.

How the data were processed

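The series measured transcription and a histone mark in organoid cultures (mini-guts) grown from mouse duodenum. Per the labels, GRO-seq (global run-on sequencing, which reads RNA being made by engaged polymerase in nuclei) was done on 3 cultures with 2 libraries each: RANKL, whose cell type is given as the intestinal M cell, the antigen-sampling cell of the gut lining; ENRI, given as enterocyte; and WENRC, given as intestinal stem cell. ChIP-seq of H3K27me3, the histone mark laid down by the Polycomb repressive complex PRC2, covered RANKL with 2 libraries and WENRC with 1. The labels do not spell out the culture abbreviations, so they are used here as names. The ENRI and WENRC GRO-seq libraries carry a mouse number (1 or 2), and the RANKL libraries only a replicate number.

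The GRO-seq values are on a log2 scale as deposited. Per the file headers, the authors summed reads over whole RefSeq genes of the mm9 genome with HOMER's analyzeRepeats.pl, keeping 1 transcript per gene, and passed them to getDiffExpression.pl for all pairs of cultures. The deposited log2 values are normalized between libraries and have the shape of a regularized logarithm: values of genes with few reads are drawn toward each other, so a log2 fold change understates the change of such genes. The transform is not named in the header and was inferred from the values. Aligner, read filters and strand handling are not stated. The header names the RANKL libraries as combined reads of a repeat sequencing, apart from the ENRI and WENRC libraries, so that sequencing batch and the RANKL culture cannot be told apart. The ENRI and WENRC libraries carry 2 dates in the header, with 1 library of each culture per date, so animal and date cannot be separated either. Depth of the GRO-seq libraries is unknown, since no read totals or whole counts could be had from these values; no interval that needs depth is given. The table held 24505 genes, of which 24292 had a RefSeq identifier found in the GRCm38 gene table used for names. The 2131 genes listed at 0 in all 6 libraries were left out. In 26 rows the symbol had been turned into a date and was restored from the annotation in the same row. Every column of per-sample values matched a sample.

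The deposited GRO-seq table also gives the authors' own fold change as log2, p-value and adjusted p-value for each pair of cultures, made with getDiffExpression.pl per the file headers (DESeq2 by the name of the table). Their sign was found to be the second-named culture minus the first and was turned, so that every change here is first-named minus second-named. Gene length in bp and the number of genomic copies in the deposited table served as filters.

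The H3K27me3 regions are peaks of one culture called by the authors with HOMER with the other culture as control, per the file headers, and annotated on mm9. Each of the 2 tables therefore holds 1 direction. The 2 RANKL libraries were pooled by the authors, so RANKL has no replicate values for this mark, and WENRC is a single library: the differences in H3K27me3 have no replicate check. Tags per region in the RANKL table are whole counts as deposited. The authors scaled WENRC tags by 0.9 to the RANKL depth, so those values are a signal and not counts, and a floor of 0.5 tags stands in the deposited signal where the other culture had none. In the RANKL table the folds of such regions correspond to 0.45, the floor after scaling. The authors' fold is a ratio of tags and was at least 2 in every region, and the authors' p-value was at most 9.87e-05. Deposited normalized tag counts are per 10 M tags and gave a depth of 32.7 M tags for pooled RANKL and 36.3 M tags for WENRC. Blank rows (12, all in the WENRC table) were dropped.

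The tests had been chosen before the data were examined for a table of counts (edgeR's quasi-likelihood test, with limma on log2(value + 1) as the fallback). Since the table holds log2 values, limma (version 3.58.1, R 4.3.3) was run on them as deposited, with no pseudocount, with a variance trend and with all 6 libraries in 1 fit of 3 group means. Genes were tested where at least 2 libraries had a value of at least log2 of 10, a filter set after the unit was known and before any test result was seen; this left 16563 genes. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p (FDR) under 0.05. Errors of single genes are SDs of 2 libraries. Counts over whole genes of unstated strand handling leave overlapping and antisense genes uncertain: 3819 tested genes (23.1%) overlap another listed gene. The fit was tested on simulated data for 16563 genes with 200 changed, with normal noise of the same spread in all 6 libraries. It recovered 98.5% of genes changed by 4 on the log2 scale, 94.0% of those changed by 2 and 31.3% of those changed by 1. Of its calls, 8.59% were on unchanged genes, with 0 calls in the comparison without change. The real replicates differed in spread between cultures, so these rates do not carry over to the real comparisons.

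Gene lists were written before the data were examined, from general knowledge: M cell, stem, enterocyte, goblet, Paneth, enteroendocrine, tuft, NF-kB response and PRC2 subunits. Camera (limma, preset correlation of 0.01) tested each list in each comparison, adjusted over all lists and comparisons, and each set of region genes in RANKL vs WENRC, adjusted over both sets, with fry and camera with an estimated correlation beside it. M cell and NF-kB response share 2 genes and the other lists share none. Overlap of regions was taken with bedtools 2.31.1 (at least 1 bp). Genes were joined to regions through the authors' nearest transcription start site (TSS) within 5 kb. Fisher's exact test (two-sided, scipy 1.17.1) compared region genes with GRO-seq calls over the 16563 tested genes, which are not independent replicates. Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 were used.

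Because RANKL vs ENRI and RANKL vs WENRC share the RANKL libraries, 100 sets of unchanged groups were simulated from the fitted means and spreads, with 1 spread for all cultures and again with a spread per culture. Whether replicate numbers pair the libraries was checked from the correlation across genes of the deviations from the group means. Mouse 1 and mouse 2 pair ENRI and WENRC, per the labels, with a correlation of 0.41. RANKL shares only a number with the others, with correlations of -0.20 (ENRI) and -0.32 (WENRC).

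Named genes follow a rule written before the data were examined. For each comparison these are the 4 largest rises and the 4 largest falls among called genes with a mean of at least log2 of 50 in the higher culture and no overlap between the libraries of both cultures. To these were added the M cell and PRC2 list genes called in RANKL vs ENRI (the 10 with the smallest p of 23), up to 8 genes called in RANKL vs WENRC with a region of opposite change within 5 kb of the TSS, and the 2 regions with the largest fold per table. A gene that the rule selected among the falls of RANKL vs WENRC is left out of the text. Genes on X and Y, Rn45s, Malat1, Cmss1 and Filip1l were chosen after their values were seen. Alternatives were other scalings, filters, fits, thresholds, distances and leaving out each library. Quantile normalization, a fit without the variance trend, a weight per culture, a term for mouse 1, a crossed pairing, autosomes only, genes without overlap and genes without regions of both kinds were chosen after seeing the data. Of these, the weight per culture, the simulation with a spread per culture, and the other scalings and weights in the Fisher tests were added after the limma results had been seen. Normalization by TMM, edgeR, and a new DESeq2 run need counts and were not run; the authors' deposited adjusted p stood in for DESeq2.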

Results

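Nascent transcription was measured by GRO-seq in 6 libraries from mouse duodenal organoids, 2 each of the RANKL, ENRI and WENRC cultures, labelled as M cells, enterocytes and stem cells. H3K27me3 was measured by ChIP-seq in RANKL (2 libraries, pooled by the authors, 32.7 M tags) and WENRC (1 library, 36.3 M tags). GRO-seq depth is unknown. GRO-seq values below are the authors' normalized values on a log2 scale, given as mean ± SD over 2 libraries, and coordinates are mm9 as in the files.

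Along the first principal component of the 16563 tested genes, which held 47.4% of the variance, the 6 GRO-seq libraries separated by culture (48.1 and 51.9 in RANKL, 2.05 and 7.29 in WENRC, and -40.5 and -68.8 in ENRI). The second held 33.4% and placed ENRI 1 (-10.8) between the WENRC libraries (-51.5 and -40.4) and ENRI 2 (43.5). Replicates differed in closeness: the SD across genes of the difference between replicates was 0.220 in RANKL, 0.421 in WENRC and 0.699 in ENRI, on the log2 scale. Across genes, Pearson's r between replicates was 0.996 in RANKL, 0.984 in WENRC and 0.953 in ENRI.

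**Figure D1:**
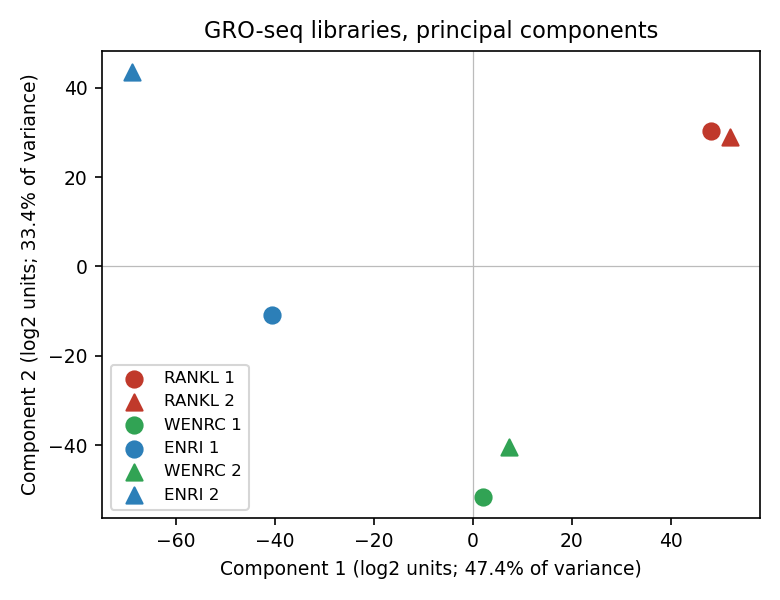
Principal components of the 6 GRO-seq libraries over 16563 genes (log2 units, each point 1 library, colour for culture, marker for replicate number). The first component holds 47.4% of the variance, and the RANKL replicates lie closer together than the ENRI replicates.

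The labels give no sex for the animals. Both libraries of mouse 1 had high values of Y-linked genes and a low value of Xist, and the remaining 4 libraries had the opposite. Ddx3y had values of 8.50 in ENRI 1 and 8.29 in WENRC 1, against 3.46 in ENRI 2, 3.28 in WENRC 2, 3.36 in RANKL 1 and 3.60 in RANKL 2. Xist had values of 4.52 in ENRI 1 and 5.42 in WENRC 1, against 10.90 in ENRI 2, 11.60 in WENRC 2, 11.94 in RANKL 1 and 12.18 in RANKL 2. Xist overlaps Tsix on the other strand, whose values followed it (12.01 in RANKL 1 and 6.04 in WENRC 1), so the 2 genes could not be separated. These genes were chosen after their values were seen.

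The comparison of RANKL with ENRI asked which genes are transcribed differently in M cell cultures and enterocyte cultures. Of 16563 genes, 3464 were called, 1717 higher and 1747 lower in RANKL. The count depended on which libraries were in the fit: with only the 4 libraries compared in the fit, 1925 genes were called, 1910 of them among the 3464 with the same sign. Leaving out WENRC 1 or WENRC 2, which are not compared here, nearly repeats that fit, because a culture of 1 library adds no spread. In the authors' deposited table, 3244 of the same genes had an adjusted p under 0.05, and 2857 of the 3464 were called there with the same sign.

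The largest rises in RANKL over ENRI among genes chosen by the rule were Pglyrp2, H2-M2, Kcnj15 and Esrrg. Pglyrp2 (NM_001271476, chromosome 17, 32549406 to 32561112) had 10.70 ± 0.08 in RANKL and 3.36 ± 1.05 in ENRI, a log2 change of 7.34 (SE 0.51, limma FDR 0.00197). H2-M2 (NM_001347387, chromosome 17, 37617796 to 37620499) had 10.20 ± 0.02 and 3.22 ± 0.02, with a change of 6.98 (SE 0.31, limma FDR 0.000963). Kcnj15 (NM_001039057, chromosome 16, 95479165 to 95521865) had 10.03 ± 0.11 and 3.12 ± 0.29, with a change of 6.91 (SE 0.33, limma FDR 0.000963). Esrrg (NM_001243792, chromosome 1, 189432885 to 190038763) had 14.07 ± 0.07 and 7.81 ± 1.43, with a change of 6.26 (SE 0.62, limma FDR 0.00347); it overlaps 9330162B11Rik. The falls were led by Scin (NM_001146196, chromosome 12, 40786358 to 40860815), from 12.29 ± 0.71 in ENRI to 5.96 ± 0.11 in RANKL, a change of -6.33 (SE 0.44, limma FDR 0.00197). Rbp2 changed by -5.41, Slc5a4b by -5.39 and Cyp3a25 by -5.29, with limma FDRs of 0.00424, 0.00320 and 0.00215. The low means in ENRI, as in Pglyrp2, lie where the scale understates changes.

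Of the 35 tested genes of the M cell and PRC2 lists, 23 were called in this comparison, and the 10 with the smallest p were all higher in RANKL. Spib (NM_019866, chromosome 7, 51781365 to 51787441) had 9.71 ± 0.12 in RANKL, 5.25 ± 0.18 in ENRI and 5.69 ± 0.26 in WENRC, a change over ENRI of 4.45 (SE 0.21, limma FDR 0.000963). Tnfaip2 (NM_009396, chromosome 12, 112680872 to 112693229) changed by 4.87 (SE 0.21, limma FDR 0.000963) and Gp2 (NM_025989, chromosome 7, 126586058 to 126602786) by 5.46 (SE 0.42, limma FDR 0.00215). Sox8 (NM_011447, chromosome 17, 25702838 to 25707631) rose from 2.70 ± 0.18 to 6.95 ± 0.02, a change of 4.25 (SE 0.26, limma FDR 0.00146). Changes of the other list genes were 4.98 for Icam1, 3.89 for Ccl9, 3.85 for Rac2, 2.82 for Tnfrsf11a, the receptor of RANKL, and 2.49 for the PRC2 subunit gene Jarid2, whose limma FDR was 0.00311.

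**Figure D2:**
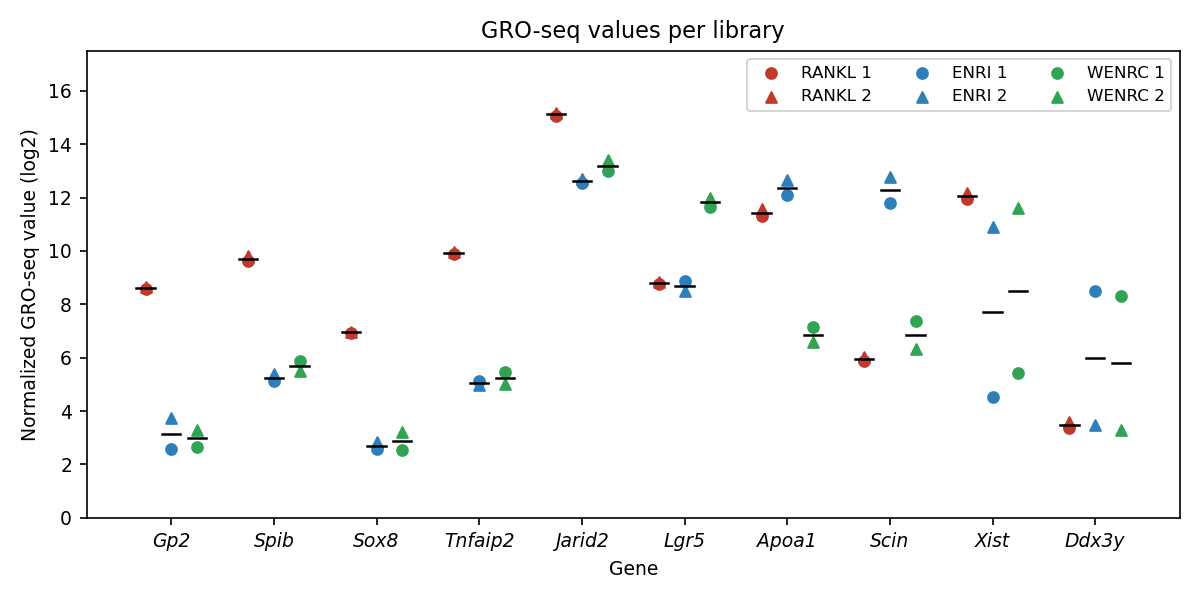
Normalized GRO-seq values (log2) of 10 genes named in the report, each point 1 library, lines the means of 2 libraries. Gp2, Spib, Sox8 and Tnfaip2 sit higher in both RANKL libraries than in the other 4, and Xist and Ddx3y split by library within ENRI and WENRC.

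RANKL was next compared with WENRC, the stem cell culture. Of 16563 genes, 2012 were called, 1412 higher in RANKL (70.2%) and 600 lower. This split depended on the scaling: recentring the libraries on their upper quartiles moved the median change of all genes from -0.01 to -0.12 and gave 2336 calls, 53.3% of them higher, and quantile normalization gave 2171 calls, 58.7% higher. With only the 4 libraries compared, 5194 genes were called, 57.8% higher, and these held all 2012 with the same sign. Leaving out ENRI 1 or ENRI 2, which are not compared here, nearly repeats this fit of 4 libraries. The authors' deposited table had 4604 of the tested genes at an adjusted p under 0.05, including 2008 of the 2012 with the same sign.

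Pglyrp2, H2-M2, Kcnj15 and Adgrd1 rose most. Adgrd1 (NM_001081342, chromosome 5, 129602625 to 129710474) had 13.21 ± 0.02 in RANKL and 7.16 ± 0.40 in WENRC, a change of 6.05 (SE 0.25, limma FDR 0.00123). Pglyrp2 changed by 7.72, H2-M2 by 6.93 and Kcnj15 by 6.79. Hoxb5os, Lgr5 and Ereg were among the largest falls. Hoxb5os (NR_131758, chromosome 11, 96152351 to 96168224) changed by -3.90 (SE 0.39, limma FDR 0.00493); it overlaps Hoxb5 and Hoxb6. Lgr5 (NM_010195, chromosome 10, 114887370 to 115024836) had 8.80 ± 0.06 in RANKL, 8.70 ± 0.27 in ENRI and 11.82 ± 0.25 in WENRC, a change of -3.02 (SE 0.19, limma FDR 0.00166); it overlaps A930009A15Rik. Ereg changed by -2.94 (SE 0.35, limma FDR 0.00751).

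The comparison of WENRC with ENRI, cultures taken from the same mice, called 2416 genes, 803 higher in WENRC (33.2%) and 1613 lower. Of all tested genes, 74.5% changed the same way in both mice (r of 0.695 across genes), and all 2416 called genes did, which their selection favours. With the mouse as a replicate block, 1506 genes were called, 1483 of them among the 2416 with the same sign. The calls depended on the RANKL libraries being in the fit. With only the 4 ENRI and WENRC libraries, 0 genes were called without regard to the mouse (4074 at an unadjusted p under 0.05). With the mouse as a block, these 4 libraries gave 124 calls. Leaving out 1 RANKL library nearly repeats the fit of 4 libraries, so it is no separate check. Recentring on upper quartiles moved the median change of all genes from -0.01 to 0.10 and the share of higher calls to 54.1%; quantile normalization moved that share to 51.7%. The authors' deposited table had 2076 of the tested genes at an adjusted p under 0.05.

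Lgr5 rose most in WENRC over ENRI, by 3.12 (SE 0.19, limma FDR 0.00487), followed by Stc2 (NM_011491, chromosome 11, 31259441 to 31270061) at 3.02, Axin2 (NM_015732, chromosome 11, 108781663 to 108812095) at 2.95 and Tnfrsf19 (NM_013869, chromosome 14, 61582671 to 61665692) at 2.89. Axin2 had nearly equal values in RANKL (12.01 ± 0.10) and WENRC (11.83 ± 0.27). Reg3b (NM_011036, chromosome 6, 78320879 to 78323460) fell most, from 10.04 ± 0.33 to 3.55 ± 0.41, a change of -6.49 (SE 0.28, limma FDR 0.00465). Slc6a20a changed by -5.57, Apoa1 (NM_009692, chromosome 9, 46036713 to 46038552) by -5.50 and Scin by -5.45. None of these 8 genes was past the threshold with the 4 libraries alone and no regard to the mouse (limma FDR 0.0535 for each). With the mouse as a block, the same 4 libraries put all 8 past it, at limma FDRs from 0.0210 (Reg3b) to 0.0494 (Tnfrsf19).

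The gene lists asked whether cell type programmes differ between the cultures. The 22 M cell genes had a median change of 3.07 over ENRI and 2.60 over WENRC (camera FDR 2.77e-11 and 6.47e-12), with 17 and 16 called higher over all genes tested and 18 in each comparison called when adjusted over the list alone. Between WENRC and ENRI their median change was 0.40 (camera FDR 0.0929; 1 higher and 2 lower over all genes, 3 adjusted over the list alone), and 0.17 without ENRI 2. The 17 stem genes had a median of 1.16 over ENRI (camera FDR 3.76e-05; 7 higher and 1 lower over all genes, 11 adjusted over the list alone), and of -0.21 over WENRC (camera FDR 0.166; 2 higher and 3 lower, 6 adjusted over the list alone). The first moved to 0.52 without ENRI 2 and 1.80 without ENRI 1, and the second to -0.08 without RANKL 1, -0.34 without RANKL 2 and -0.32 without WENRC 1. Quantile normalization also moved the second, to -0.68. In WENRC over ENRI the stem median was 1.496 (camera FDR 2.17e-09; 11 higher, 13 adjusted over the list alone). The 20 enterocyte genes had a median of -1.20 in RANKL against ENRI (camera FDR 1.55e-06; 11 lower, 13 adjusted over the list alone), 0.98 against WENRC (camera FDR 0.000948; 7 higher, 12 adjusted over the list alone; median 0.65 without WENRC 2 and 0.60 with quantile normalization) and -2.83 in WENRC against ENRI (camera FDR 1.04e-12; 17 lower, 18 adjusted over the list alone).

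Of the other lists, the 14 NF-kB response genes had medians of 1.15 over ENRI and 2.10 over WENRC in RANKL (camera FDR 1.48e-08 and 1.32e-12; 11 and 12 called over all genes, 13 and 14 adjusted over the list alone) and -0.34 in WENRC over ENRI (camera FDR 0.00391; 4 lower, 6 adjusted over the list alone). The 13 tested PRC2 subunit genes had medians of 0.57 over ENRI and 0.37 over WENRC (camera FDR 0.000388 and 0.00667), with 6 and 2 called over all genes and 9 and 3 adjusted over the list alone; in WENRC over ENRI the median was 0.41 (camera FDR 0.0715, fry FDR 0.0308; 0 called, also adjusted over the list alone), and 0.19 without ENRI 2. Goblet genes (9) had a median of -0.42 against ENRI (camera FDR 0.244; -0.14 without ENRI 1), 0.85 against WENRC (camera FDR 0.00119) and -1.24 in WENRC against ENRI (camera FDR 0.000565). In these 3 comparisons 3, 6 and 6 goblet genes were called adjusted over the list alone, and 2, 5 and 5 over all genes. The calls over all genes were 1 higher and 1 lower, 4 higher and 1 lower, and 5 lower. Tuft genes (7 tested) had 0.92 and 0.52 in RANKL (camera FDR 0.00667 in both) and 0.24 in WENRC over ENRI (camera FDR 0.347), with 4, 2 and 0 called adjusted over the list alone and 3, 2 and 0 over all genes. Paneth genes (8 tested) had 1.23 and 0.99 in RANKL (camera FDR 0.0139 and 0.0633), moving to 0.71 without ENRI 1 and to 0.65 without WENRC 1. In WENRC over ENRI they had 0.10 (camera FDR 0.238). In the 3 comparisons 7, 5 and 1 Paneth genes were called adjusted over the list alone. Over all genes 4, 4 and 1 were called, of which 1, 1 and 0 were lower. The Paneth list in RANKL against WENRC was past the threshold with the replicate block (camera FDR 0.0332). Enteroendocrine genes (8 tested) had 0.66 and 0.51 in RANKL (camera FDR 0.0986 and 0.0125) and -0.25 in WENRC over ENRI (camera FDR 0.374), with 2, 3 and 0 called adjusted over the list alone and 1, 2 and 0 over all genes. Without single libraries, the WENRC over ENRI median of the Paneth list was 0.38 without WENRC 1, 0.63 without ENRI 2, -0.28 without ENRI 1 and -0.13 without WENRC 2. That of the tuft list was 0.40 without WENRC 1, 0.15 without ENRI 1 and 0.07 without WENRC 2. That of the enteroendocrine list was -0.16 without WENRC 1, -0.60 without ENRI 1 and 0.02 without ENRI 2. Under fry, every list past the threshold with camera stayed past it except enterocyte in both RANKL comparisons (fry FDR 0.0519 and 0.110). With an estimated correlation no list passed; the smallest camera FDR was 0.0520.

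RANKL differed from both other cultures in part of its genes. Of the 3464 genes called against ENRI, 1125 (32.5%, 95% Wilson interval 30.9% to 34.1%, which covers counting error only) were called against WENRC with the same sign, and 82.5% had the same sign whether called or not. The 2 comparisons share the RANKL libraries. In simulated unchanged groups with 1 spread for all cultures, 24.7% of the top genes were shared with the same sign, and 12.6% with a spread per culture. The same-sign share of the top genes was 82.1% and 59.1% in these simulations. Across all genes, the changes correlated with r of 0.59, against 0.50 and 0.14 in the simulations.

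H3K27me3 was compared between RANKL and WENRC through the authors' tables, with no replicate check. The tables held 35798 regions higher in RANKL and 13607 higher in WENRC, covering 28.2 Mb and 7.94 Mb. The median authors' fold was 2.92 and 3.30, and the median length 500 bp in both tables. At an authors' fold of at least 4, the counts were 4795 and 3628. Intergenic sequence held 53.4% of the RANKL-higher and 61.3% of the WENRC-higher regions, introns 36.4% and 34.2%, and promoters 4.31% and 1.29%. A TSS lay within 5 kb of 7595 RANKL-higher (21.2%) and 1587 WENRC-higher regions (11.7%). The tables shared 46 regions by at least 1 bp, all of opposite direction by construction, and 1 region when at least 50% of the shorter region had to overlap.

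By authors' fold, the RANKL-higher table was led by a region on chromosome 14 (40285910 to 40286410, non-coding annotation, 216 bp from a TSS of Nrg3; 30 tags against the floor, fold 66.65) and a region on chromosome 1 (132699639 to 132700139, intron, nearest gene Fcamr; 21 tags against the floor, fold 46.65). Both folds are set by the floor, which is listed as 0.5 and enters these folds as 0.45. The WENRC-higher table was led by 2 regions on the Un_random contigs, 5495295 to 5497364 and 5249014 to 5249911, with 8767.5 and 2473 scaled WENRC tags against the floor.

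Chromosome X held 7459 RANKL-higher regions, 20.8% of that table, and 1437 WENRC-higher regions. This is 44.8 RANKL-higher regions per Mb, against 5.84 to 18.3 on single autosomes, and 8.63 WENRC-higher regions per Mb, against 3.74 to 7.29. On the autosomes alone, 28339 and 12061 regions remained.

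**Figure D3:**
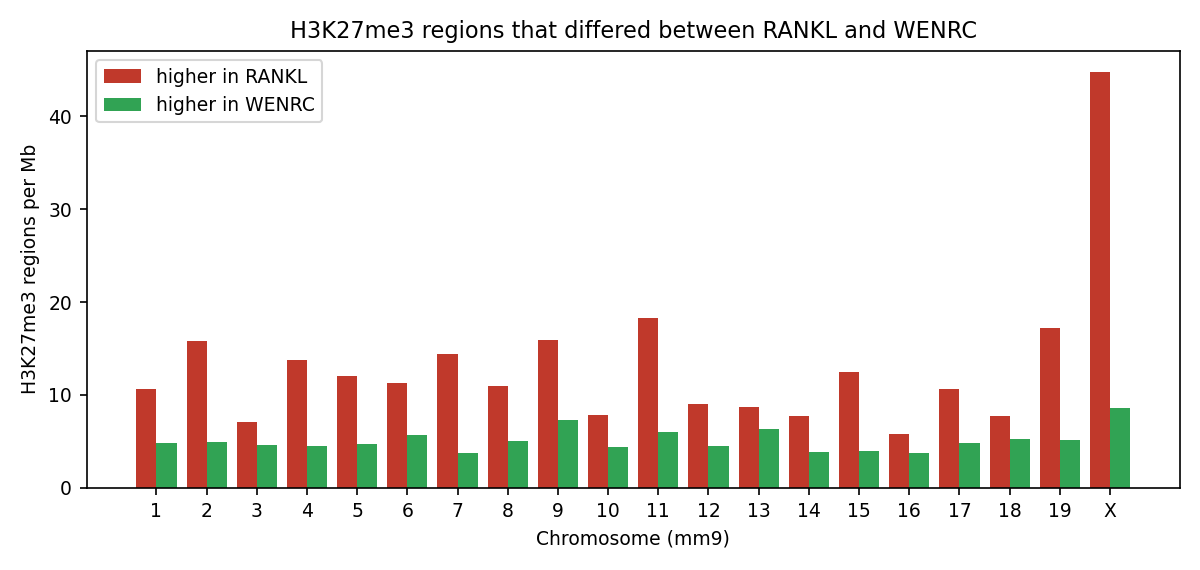
H3K27me3 regions per Mb on each chromosome (mm9) from the authors' tables, red higher in RANKL and green higher in WENRC, 1 comparison without replicates. Chromosome X has 44.8 RANKL-higher regions per Mb, against at most 18.3 on an autosome.

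The tables were joined to the GRO-seq calls to ask whether genes that change in transcription change in H3K27me3. Of the 832 tested genes with a WENRC-higher region within 5 kb of the TSS, 161 (19.4%) were called higher in RANKL than in WENRC, against 1251 of 15731 other genes (7.95%), an odds ratio of 2.78 (Fisher's exact test, p = 5.19e-24, 2.08e-23 after Benjamini-Hochberg adjustment over 4 tests). Of the same 832 genes, 15 (1.80%) were called lower, against 3.72% of the others (Fisher's exact test, odds ratio 0.475, p = 0.00224, adjusted 0.00224). Of the 3007 genes with a RANKL-higher region, 192 (6.39%) were called lower in RANKL, against 3.01% of the others (Fisher's exact test, odds ratio 2.20, p = 8.79e-17, adjusted 1.76e-16), and 156 (5.19%) were called higher, against 9.27% (odds ratio 0.536, p = 2.62e-14, adjusted 3.50e-14). The 259 genes with regions of both kinds count in both sets. The first odds ratio ran from 1.45 with regions at any distance to 4.74 with regions of a fold of at least 4. The deficit of lower calls at WENRC-higher regions was not past 0.05 with regions at any distance, with a fold of at least 4 or with a term for mouse 1 (Fisher's exact test, p = 0.433, 0.257 and 0.366). The excess of lower calls at RANKL-higher regions was smaller under other scalings, with odds ratios of 1.39 (quantile normalization) and 1.48 (upper quartiles), and was 1.55 with a weight per culture and 4.42 with regions of a fold of at least 4. It did not hold for calls of RANKL against ENRI (Fisher's exact test, odds ratio 0.991, p = 0.922). Fisher p-values treat genes as independent, which they are not.

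**Figure D4:**
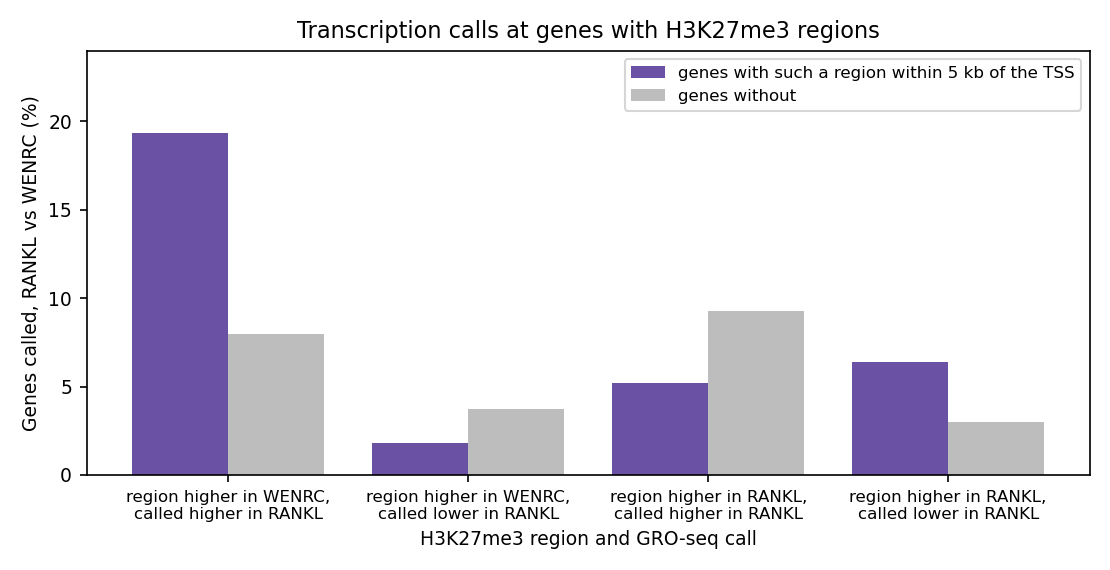
Percent of genes called at FDR 0.05 in RANKL against WENRC, for genes with (purple) and without (grey) an H3K27me3 region of the named kind within 5 kb of the TSS. Genes with a WENRC-higher region were called higher in RANKL in 19.4% of cases, against 7.95% of genes without.

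As sets, region genes moved little. The median change of the 832 genes was 0.16, against -0.02 for all other genes (camera FDR 9.94e-05, fry FDR 0.0259, 0.130 with an estimated correlation), and ran from 0.07 without WENRC 1 to 0.31 without WENRC 2. The median of the 3007 genes was -0.09, against 0.01 (camera FDR 0.0113, fry FDR 0.173), and ran from -0.20 without WENRC 1 to -0.02 without WENRC 2. Recentring on upper quartiles moved the medians of the 832 and the 3007 genes to 0.045 and -0.205. The median of all genes was then -0.12.

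The 8 genes with the largest opposite changes were all higher in RANKL with a WENRC-higher region near the TSS: Pglyrp2, Kcnj15, Adgrd1, Slc6a20a, Gp2, Erv3, Ncf4 and Trabd2b. Slc6a20a (NM_139142, chromosome 9, 123546025 to 123587950) changed by 5.76 (SE 0.43, limma FDR 0.00217) and had a region in its first intron (123583784 to 123589681 on chromosome 9, 375.4 scaled WENRC tags against 42 RANKL tags, authors' fold 8.94). Gp2 changed by 5.62 (SE 0.42, limma FDR 0.00209), with a region near its TSS annotated as a transcription end site of another transcript (126606015 to 126606515 on chromosome 7, authors' fold 5.4). Pglyrp2 had an intergenic region (32562973 to 32564217 on chromosome 17, authors' fold 4.5). The regions of Kcnj15 and Adgrd1 were intronic, held 15.3 and 14.4 scaled tags, and rest on few reads. Erv3 changed by 5.54, with a region in its exon (131681469 to 131681969 on chromosome 2, authors' fold 3.22), Ncf4 by 5.34, with an intronic and an intergenic region (authors' folds 3 and 3.3), and Trabd2b by 5.21, with an intronic region (114079065 to 114082170 on chromosome 4, authors' fold 3.01). Among the genes named above, Sox8 and Esrrg also had WENRC-higher regions at their promoters: 304.3 scaled WENRC tags against 103 RANKL tags at Sox8 (25705304 to 25709968 on chromosome 17, authors' fold 2.95). Lgr5 had a RANKL-higher region at its first intron (115022107 to 115026399 on chromosome 10, 303 RANKL tags against 92.7 scaled WENRC tags, authors' fold 3.27). Scin had RANKL-higher regions at its promoter and first intron, but was not called in RANKL vs WENRC (-0.875, limma FDR 0.253). Its large fall in RANKL was against ENRI, where H3K27me3 was not measured. Tnfaip2 had a region of each kind, and Tnfrsf19 had RANKL-higher regions while it was transcribed more in RANKL than in WENRC (1.69).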

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

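The test in this part was chosen after the result had been seen. The WENRC-higher H3K27me3 table held 106 regions on unplaced or random contigs, which the report uses in the overall count and in the 2 regions of largest fold. They stood out because all had WENRC tags, up to 8767.5 after scaling and 19333 in sum, against RANKL values at the floor. The RANKL-higher table held 0 such regions, and on the main chromosomes 14 of 13498 WENRC-higher regions had RANKL at the floor. RANKL ChIP reads aligned to a genome without the contigs are a candidate explanation, under which no contig region would have a RANKL tag. The number of contig regions with at least 1 RANKL tag was 0. This restates what made the regions stand out, so it is no separate test of that explanation, which stays a candidate. A difference in the mark between the cultures left RANKL tags in all but 14 of the 13498 regions on the main chromosomes. The lack of any RANKL tag in all 106 contig regions, against 19333 scaled WENRC tags, argues against such a difference as the whole cause. The 106 regions made 0.779% of the table.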

How the results depend on the processing

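A weight per culture, and the other scalings and weights for genes with regions, were chosen only after the results had been seen. All 3 GRO-seq counts kept within 1.5 times of their reported size under recentring by medians or upper quartiles, quantile normalization, no low-value filter, a mean of at least 50, no variance trend, no short or dominant genes, autosomes only, genes without overlap, and a term for mouse 1 with RANKL placed with mouse 2. Larger moves came from the libraries in the fit. With only the 4 libraries compared, calls were 1925 in RANKL vs ENRI, 5194 in RANKL vs WENRC and 0 in WENRC vs ENRI (4074 at an unadjusted p under 0.05), against 3464, 2012 and 2416 with all 6. Leaving out a library of the culture not compared gave 1915 to 1929, 5152 to 5176, and 0 to 0 calls. Replicate differences had SDs of 0.220 in RANKL, 0.421 in WENRC and 0.699 in ENRI. A weight per culture, with all 6 libraries, gave 3067 calls in RANKL vs ENRI, 5122 in RANKL vs WENRC, holding all 2012, and 1580 in WENRC vs ENRI. Fits of 4 libraries also have fewer degrees of freedom. In RANKL vs WENRC, the weight per culture kept all 6 libraries and gave 5122 calls, near the 5194 of the 4 libraries. A weight for the spread, with the degrees of freedom unchanged, thus gave a rise of that size. The same weight lowered the calls to 3067 in RANKL vs ENRI and 1580 in WENRC vs ENRI. Unequal spread therefore accounts for part of those falls. The further falls, to 1925 and 0 with 4 libraries, were not split between spread and degrees of freedom. The authors' deposited table had 4604 in RANKL vs WENRC. Requiring an absolute log2 change of at least 1 left 2011, 1234 and 1459 calls by construction.

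With the replicate number as a block, which pairs ENRI and WENRC by mouse, WENRC vs ENRI had 1506 calls, and 124 with only the 4 libraries compared. With all 6 libraries, the block changed no call of a list or named gene in that comparison. With only the 4 libraries, it moved the genes named there past the threshold, from a limma FDR of 0.0535 to 0.0210 (Reg3b) to 0.0494 (Tnfrsf19). RANKL shares only the number: its block gave 2712 calls against ENRI and 1465 against WENRC, and 1423 and 4686 with only 4 libraries. The crossed pairing, tried because the deviations correlated at -0.20 and -0.32, gave 3410 and 1784 calls. Shares of higher calls moved by over 10 points with the scaling: in RANKL vs WENRC from 70.2% to 53.3% (upper quartile) and 58.7% (quantile), in WENRC vs ENRI from 33.2% to 54.1% and 51.7%. The cause was not tested.

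An authors' fold of at least 4 left 4795 RANKL-higher and 3628 WENRC-higher regions. At least 20 tags left 32502 RANKL-higher and 8040 WENRC-higher regions, so this limit removed a larger share of the WENRC-higher ones. Shared regions fell from 46 to 1 at an overlap of 50% and to 0 at a fold of 4. A region p under 0.001 removed nothing, as every deposited p is smaller, so it says nothing about stability. The odds ratios of region genes kept their side of 1 in all alternatives but 1: genes with more H3K27me3 in RANKL were not called lower more often in RANKL vs ENRI (0.991, Fisher's exact test, p = 0.922). The deficit of lower calls at WENRC-higher regions was no longer past 0.05 at any distance (0.923), at a fold of 4 (0.529) and with the mouse 1 term (0.819); the cause was not tested. The excess of higher calls there ran from 1.45 (any distance) to 4.74 (fold of 4).

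With an estimated correlation, camera FDRs were 0.0520 for M cell in both RANKL comparisons and for stem in WENRC vs ENRI, 0.104 for stem in RANKL vs ENRI, 0.367, 0.445 and 0.239 for enterocyte in RANKL vs ENRI, RANKL vs WENRC and WENRC vs ENRI, and 0.130 for both sets of region genes. Under fry, they were 0.0519 and 0.110 for enterocyte in the RANKL comparisons and 0.173 for genes with RANKL-higher regions. The shared part of the RANKL calls was 34.2% at FDR 0.01 and 51.7% from the authors' adjusted p, against 32.5%. Among directional counts, single genes, smaller lists and list medians, 125 values moved, 37 were weaker and 4 stronger, and 1080 stayed on their side of the threshold, within 1.5 times (counts) or within the spread between replicates (medians). That spread is wide for small medians between WENRC and ENRI, some of which changed sign within it: Paneth from 0.10 to -0.28 without ENRI 1 and -0.13 without WENRC 2, and enteroendocrine from -0.25 to 0.02 without ENRI 2. Leaving out a library in the overlap of calls was not run, since no calls were made where a compared culture had 1 library. TMM, edgeR and a new DESeq2 fit need counts and were not run either. Unknown GRO-seq depth limits genes with low values, where changes are understated.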

Other observations

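In this part, the tests on chromosome X, on Xist and Y-linked genes, on WENRC standing apart and on replicate spread at 2 levels of transcription were chosen only after the results had been seen; the others were fixed before their values were seen. The readings of the 55.9%, the 459, the 1.77 and the 2.26 below as open were settled after these values were known.

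Chromosome X held 44.8 RANKL-higher H3K27me3 regions per Mb, 3.90 times the autosomal density. The excess was spread out: 83.2% of its 1 Mb windows had more RANKL-higher regions than the median autosomal window (49 per window in the median on X against 5), which argues against a few strong loci. The ratio of RANKL-higher to WENRC-higher regions on X was 5.19, above the 1.37 to 3.82 of single autosomes, which argues against more signal on X in both cultures as the whole cause. Another candidate explanation is an X present in 2 copies, 1 of them inactive, in the RANKL cells and in 1 copy in the WENRC ChIP cells. It predicts fewer WENRC-higher regions on X than on autosomes. Their density on X was 1.77 times the autosomal one, and 2.18 times with at least 20 tags, but 0.701 times at a fold of at least 4, so that explanation cannot be told apart from a difference between the cultures: the tables hold only regions that differ, and the labels give neither the sex nor the animal of the ChIP samples.

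In GRO-seq, mouse 1 had transcription of Y-linked genes and little Xist in both cultures, and mouse 2 and both RANKL libraries the reverse. A mix-up of single libraries between the mice would split the cultures of 1 mouse; the largest difference between ENRI and WENRC of a mouse over 4 Y-linked genes and Xist was 0.90 on the log2 scale. Animals of different sex may therefore underlie the pattern, which is a hypothesis, as the labels give no sex. X-linked and Y-linked genes made 2.53% of the RANKL vs WENRC calls against 3.01% of tested genes, so such genes did not make up the calls. Genes that split by mouse, however, spread widely within WENRC and can hardly be called. Xist, for example, had a change of 3.55 with an SE of 2.56. The low share therefore cannot show that sex did not feed the calls. With a term for mouse 1 in the fit, RANKL placed with mouse 2, 2210 genes were called in RANKL vs WENRC, and 85.2% of the reported calls stayed with the same sign. Effects of sex apart from those of the animal or its sequencing date were not tested.

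RANKL libraries were sequenced apart from the others, so calls of RANKL against both cultures cannot be told apart from a batch difference. Of the RANKL vs WENRC calls, 55.9% also separated RANKL from ENRI with the same sign, where over 90% had been set as the mark of a single batch difference. In 459 of the calls WENRC also differed from ENRI on the same side and RANKL did not differ from ENRI (median absolute change 0.25 against ENRI and 1.14 against WENRC). These genes were selected for RANKL lying near ENRI and the comparisons share libraries, so the 459 do not decide whether a batch underlies them. Gene length bias was also weighed: removing a length trend from each library kept 78.5% of the RANKL vs WENRC calls (1781 calls in all), which argues against length as their whole cause.

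RANKL replicates were closer than WENRC replicates. Greater depth of the combined RANKL libraries could be the cause. The WENRC to RANKL ratio of SDs was 1.91 over all genes and 2.26 in the 25% of genes with the highest means, against a limit of 1.2 set beforehand, but this does not decide, as counting noise alone would keep the ratio the same at all levels and the deposited scale draws weak genes together. Counting noise from a lower depth of the WENRC libraries would also make the spread fall as values rise, to 0.5 of its size over a rise of 2 on the log2 scale. The SD of WENRC replicate differences was 0.212 in 1472 genes with a WENRC mean of 10 to 11 and 0.207 in 127 genes with one of 12 to 13, a ratio of 0.979, and 1.12 with the median absolute deviation. This argues against counting noise as the source of the WENRC spread in these strongly transcribed genes, and weaker genes remain open. Shared animals or handling of the RANKL cultures could also bring replicates together and were not tested; the labels do not say whether RANKL 1 and RANKL 2 come from different mice.

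Genes on opposite strands that lie inside one another changed together, with r across genes of 0.80 over 360 pairs in RANKL vs WENRC against 0.32 for 5427 neighbouring pairs without overlap. In 99.7% of the nested pairs the enclosing gene had at least the value of the gene inside it, against 90.3% with enclosing genes shuffled. This is consistent with reads counted on both strands, so changes of antisense and overlapping genes may belong to their partner. Cmss1 and Filip1l, for example, had RANKL means of 15.34 and 15.33.

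Genes with WENRC-higher regions were called higher in RANKL more often. Chromosome X did not make this pattern, since the odds ratio on the autosomes was 2.92. The same genes were called lower less often (odds ratio 0.475), so they were not changing more in both directions, consistent with weaker H3K27me3 where a gene is transcribed more. Across the 832 genes, the largest authors' fold per gene and the RANKL minus WENRC change had a Spearman rho of 0.139 (permutation p 0.0003) and a Pearson r of 0.148 on the log2 fold, across genes that are not independent replicates. Larger differences of the mark thus went with slightly larger changes of transcription. Both were measured on whole cultures, so whether they differ within the same cells cannot be read from these data. Nor can it be read whether lower H3K27me3 or higher transcription comes first.

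Rn45s, the ribosomal RNA precursor, made 6.81% and 8.27% of the summed linear values in RANKL, against 1.70% to 3.37% in the other libraries, and Malat1 2.55% and 2.74% against 0.232% to 0.923%. No biological explanation was tested for these shares.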
